A study of Mus musculus with 9 samples.

How the data were processed

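RNA sequencing of cells prepared as mouse Müller glia, the main glial cells of the retina, was analysed in 9 libraries of 3 groups with 3 libraries each. Per the labels' protocols, cells of the 6 sorted libraries came from papain-dissociated retinas, pooled by 4, and were captured on magnetic beads through an antibody against the glutamate transporter GLAST, which astrocytes also carry. In the ocular hypertension (OHT) group 1.2 µL of silicone oil had been placed in the anterior chambers of both eyes, which raises the pressure in the eye, while sham animals had only the corneal cut. The 3 primary cultures were grown from the retinas of pups 8 to 10 days old and received no treatment. Per the labels, RNA went through a template-switching kit for very low inputs with amplification of the cDNA, a ligation-based library kit, and paired-end sequencing of 150 bp on an Illumina NovaSeq instrument. The labels number the protocols over more samples than the 9 used here. The aligner, the counting program, the genome build, the annotation and the normalization tool are not given in the sources used here, so no coordinates are printed and genes are named by the symbols in the deposited tables.

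The deposited signal was 1 value per gene and library, in a table of 16367 genes for the sorted libraries and a table of 17035 genes for the cultures. Per the deposited values, each column is a gene count divided by 1 factor for that library, not by gene length. Dividing by the smallest step of each column gave whole reads for 100% of values in all 9 libraries, with a tolerance of 0.05 reads. The step of primary culture replicate 3 is too close to 1 for this to be an independent check in that library. The factors of the 6 sorted columns were equal to the median-of-ratios factors that DESeq2 computes on these 6 libraries, with a ratio of 1 in each. Those of the cultures were 0.927, 0.907 and 0.917 of the factors computed on the 3 cultures alone, and 199 genes of that table are 0 in all 3 cultures. Its factors and its gene filter may therefore not have been made on these 3 libraries alone, which was not tested. Every gene of the sorted table has at least 5 recovered reads over its 6 libraries. The tables were normalized separately. No test was therefore made across them, and levels set across them are in ppm, that is reads per 1e6 reads, of each library's total, with no p-value. All columns belonged to a sample.

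Recovered depth was 37.8, 42.6 and 44.5 M (1e6) reads in the sham libraries, 47.6, 53.6 and 47.1 M in the OHT libraries, and 66.3, 75.7 and 76.7 M in the cultures. At these depths 1 read is worth between 0.0130 and 0.0264 ppm, and a count of 0 allows up to 3 reads. Such limits cover counting error only, since amplified reads without molecular identifiers are not independent molecules. No pair of replicates agreed within sampling noise: the chi-square per gene ranged from 53.8 to 851.

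Groups and replicate numbers came from the labels. The comparison of OHT with sham used limma 3.58.1 (lmFit and eBayes with a variance trend, R 4.3.3) on log2(value + 1) in the genes with a mean of at least 10 over the 6 sorted libraries, which kept 14403 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on this scale, which understates changes of low genes. No covariate was used. Gene lists were tested with limma's camera at its preset correlation of 0.01 where at least 5 genes were kept. List shares are the summed value of a list as a percentage of the library's total, compared by an exact two-sided permutation test, which cannot give a p under 0.1 for 3 against 3. The test design, the lists, the rule for naming genes and most alternatives were fixed before the data were examined.

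The named genes were 16 genes of gliosis, Müller glia, TRPV4 and the lipoxin pathway (Trpv4, Gfap, Vim, Glul, Rlbp1, Slc1a3, Aqp4, Kcnj10, Alox5, Alox15, Alox5ap, Fpr2, Lcn2, Serpina3n, Edn2 and Stat3), the 5 genes of the highest mean in each group, listed genes past the threshold, and up to 5 genes per direction past the threshold with a mean of at least 100 and no overlap of the groups. Where none passed, the 3 genes with the smallest p per direction were named, without adjustment. Predicted genes without a symbol name were skipped.

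Alternatives covered pseudocounts of 0.5 and 10, no filter and a mean of at least 100, TMM factors, quantile normalization, eBayes without trend, array weights, a replicate block, the mean of the rod list as a covariate, leaving out each library, and edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads. For lists they covered fry and camera with an estimated correlation, for shares the geometric mean and a total without the 20 highest genes, and for culture levels that total, the median of 12300 genes above 0 in all 9 libraries, and leaving out each culture. A correction of each library for transcript GC content and length, and a Müller glia list without Apoe, were added after seeing the data. For the correction, splines with 4 degrees of freedom were fitted to GENCODE M21 transcripts, whose build may differ from the authors'. They gave a value for 96.2% of the kept genes of the sorted table. The fit also set each library to the same mean log2 value over these genes, so it replaced the deposited scaling too.

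The tests were tried on simulated data with 200 changed genes, drawn with the means, library sizes and spread of the sham and OHT libraries. For OHT against sham, limma recovered 18.5% of genes changed by a log2 of 2, 58.5% at 3 and 86.5% at 5, among 14030, 14033 and 14050 genes. Of the calls 1, 9 and 13 were unchanged genes. DESeq2 recovered 52.5%, 87.5% and 95.5%, with 51, 94 and 71 unchanged genes among 156, 269 and 262 calls. edgeR recovered 13.0%, 61.0% and 89.0%. The list test found the moved list and none of 20 unmoved lists. Genes were drawn independently of each other, with 1 spread per gene for both groups. The result therefore does not show how camera behaves on lists whose genes vary together, as rod genes did in these libraries. Figures and tests of shares used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.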

Results

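Gene expression was measured in cells sorted as Müller glia from sham-operated eyes (3 libraries) and from eyes with ocular hypertension (OHT, 3 libraries). Untreated primary cultures gave the other 3 libraries. The sorted cells need not all be Müller glia, as set out below. The sorted libraries were 37.8 to 53.6 M reads deep and the cultures 66.3 to 76.7 M. The OHT libraries (49.4 ± 3.60 M, SD, n = 3) were deeper than the sham libraries (41.6 ± 3.44 M, n = 3), without overlap. Values are normalised read counts per gene unless given in ppm of a library's total reads.

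Sorted replicates differed from each other nearly as much as the groups did. The mean Pearson r of log2 values, across genes, was 0.857 within sham, 0.845 within OHT and 0.831 between them, against 0.984 within the cultures. The median SD of a gene between replicates was 0.44 in sham, 0.90 in OHT and 0.21 in the cultures on the log2 scale, and the biological coefficient of variation was 61.1%, 80.6% and 20.4%. Some of this spread followed transcript properties. Across 11231 genes with a mean of at least 100, the deviation of OHT replicate 1 from the gene mean had a Spearman rho of -0.25 with transcript length, and that of OHT replicate 3 had a rho of -0.23 with GC content. Genes are not independent replicates in these correlations.

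**Figure D1:**
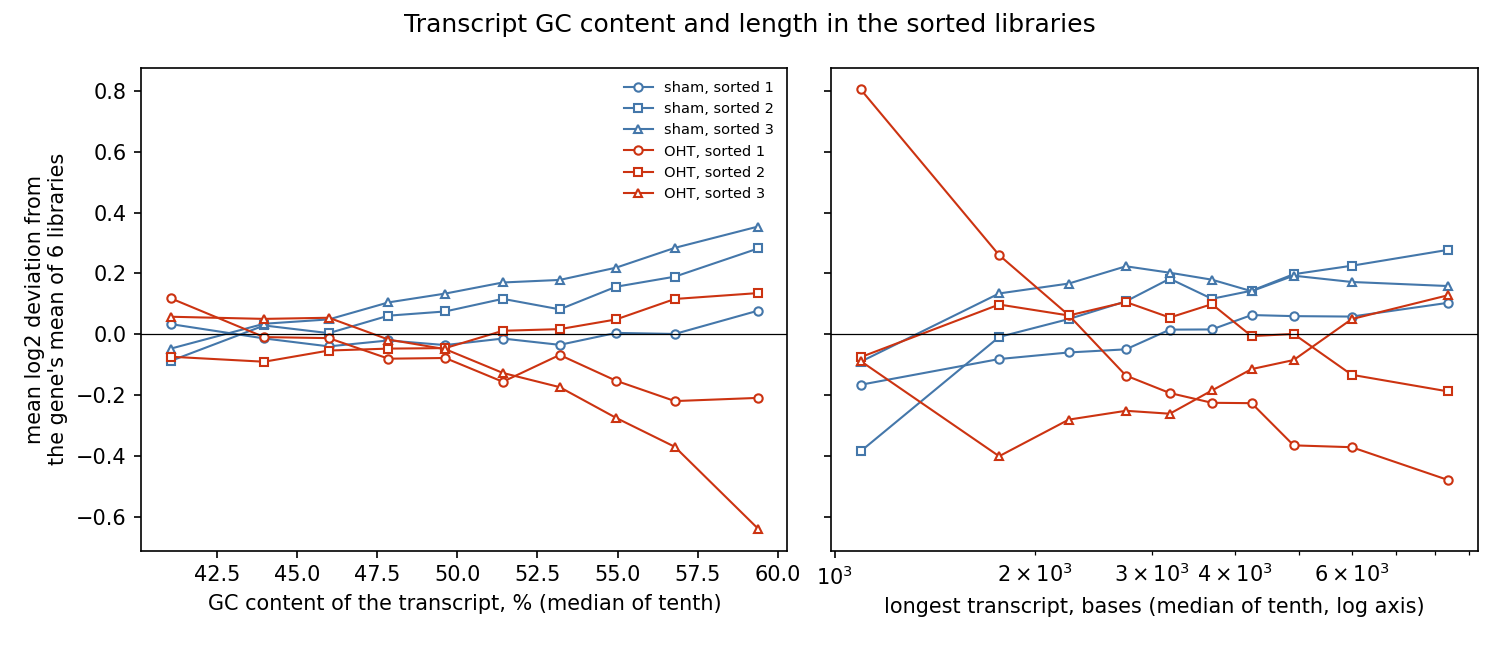
Mean log2 deviation of each sorted library from the gene's mean of the 6 libraries, in 10 equal bins of genes ordered by transcript GC content in percent (left) or by the length of the longest transcript in bases (right, log axis); each line is a library. OHT replicate 1 is at 0.81 in the bin of the shortest transcripts and at -0.48 in that of the longest, and OHT replicate 3 is at -0.64 in the bin richest in GC.

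The makeup of the sorted fraction was examined through gene lists of retinal cell types, since RNA of other cells would enter any difference between the groups. The Müller glia list (14 genes) made up 3.90% ± 2.97 of the sham libraries and 7.46% ± 4.55 of the OHT libraries (SD, n = 3 each; exact permutation p = 0.3, two-sided). Apoe carried most of this sum and is also a microglial gene. Without Apoe, a change made after seeing the data, the list was at 0.847% ± 0.428 in sham and 0.408% ± 0.190 in OHT (exact permutation p = 0.2), so the direction rested on that gene. The microglia and macrophage list (12 genes) held 3.75% ± 0.988 of sham and 5.09% ± 0.472 of OHT totals (exact permutation p = 0.3), more than the Müller glia list without Apoe in every sorted library. The rod list (14 genes) was at 1.77% ± 1.31 in sham and 0.197% ± 0.149 in OHT (exact permutation p = 0.2). Sham replicate 1, at 0.296%, lay within the OHT range of 0.102% to 0.369%.

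Of the other cell type lists, those of amacrine cells (0.00762% in sham, 0.00287% in OHT), retinal ganglion cells (0.00806% and 0.00422%), endothelial cells (0.0358% and 0.0158%) and mural cells and fibroblasts (0.0203% and 0.00319%) were lower in all 3 OHT libraries than in any sham library. Each had an exact permutation p of 0.1, the smallest that 3 against 3 can give, and 0.325 after Benjamini-Hochberg adjustment over 13 lists. Astrocyte genes were at 0.189% ± 0.127 and 0.0406% ± 0.0178. The lists of cones (0.0337% and 0.0455%), bipolar cells (0.0137% and 0.0192%), pigment epithelium (0.122% and 0.0600%), lens crystallins (0.0343% and 0.0307%) and erythrocytes (0.0211% and 0.0113%) had exact permutation p-values between 0.3 and 1. Single libraries set the direction of 4 of them: the log2 ratio of OHT to sham changed from 0.43 to -0.13 for cones and from 0.49 to -0.61 for bipolar cells without OHT replicate 3, from -0.16 to 0.16 for lens crystallins without OHT replicate 2, and from -0.90 to 2.81 for erythrocytes without sham replicate 3. Rlbp1, which is also on the Müller glia list, carried most of the pigment epithelium share, at 1192 ppm in sham and 554 ppm in OHT. That share is therefore no measure of pigment epithelium RNA alone.

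**Figure D2:**
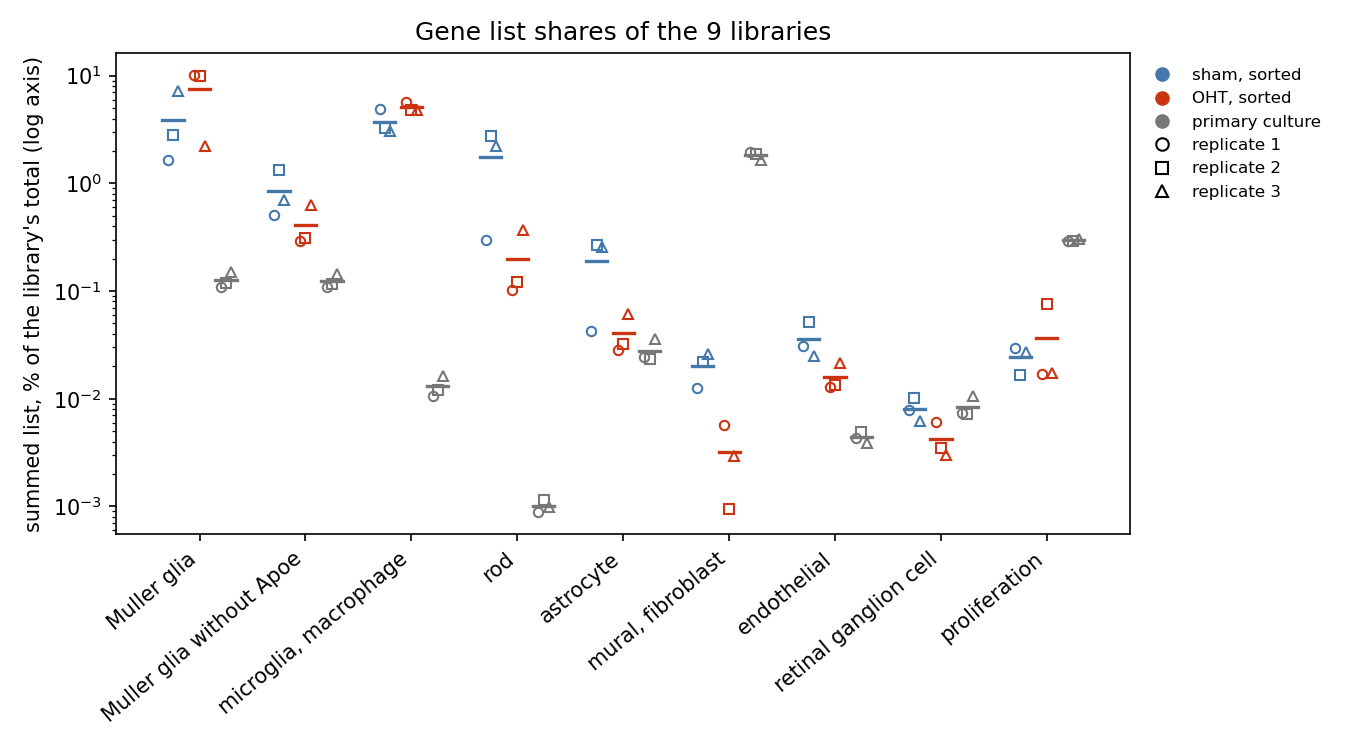
Summed value of gene lists as a percentage of each library's total (log axis) in sham, OHT and primary culture libraries; symbols are replicates and bars are group means. Microglia and macrophage genes are at 3.10% to 5.64% in all sorted libraries and at 0.0106% to 0.0163% in the cultures, whose table was normalized separately.

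Mitochondrially encoded genes took 16.1% ± 3.05 of the sham libraries and 4.20% ± 1.97 of the OHT libraries, and cytosolic ribosomal protein genes 1.45% ± 0.396 and 2.86% ± 0.588 (SD, n = 3). Neither measure overlapped between the groups (exact permutation p = 0.1 for each, two-sided). Many ribosomal protein genes have processed pseudogenes and mitochondrial genes have nuclear copies, and how the authors counted shared reads is not known.

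**Figure D3:**
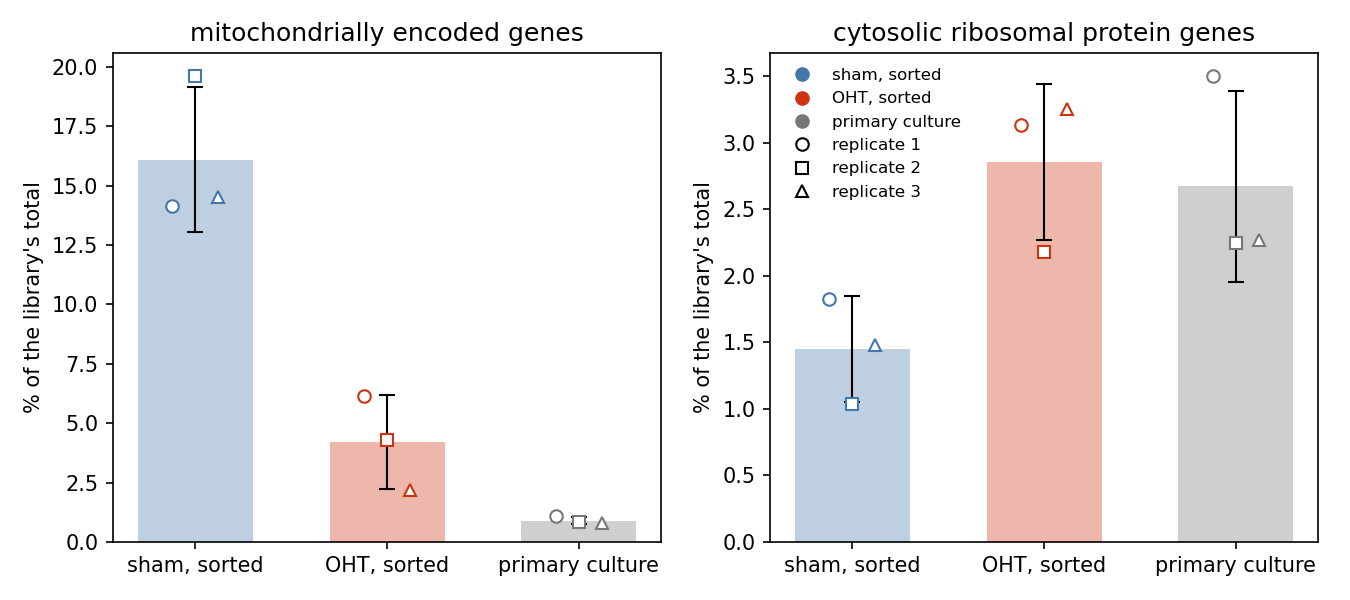
Percentage of each library's total in mitochondrially encoded genes (left) and in 83 cytosolic ribosomal protein genes (right; 84 in the culture table); bars are means, error bars are SD (n = 3) and symbols are replicates. The mitochondrial share is 14.1% to 19.6% in sham and 2.19% to 6.13% in OHT.

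The central comparison asked which transcripts of the sorted cells differ under raised eye pressure. At an adjusted p under 0.05, limma called 0 of 14403 genes, higher or lower, and therefore 0 with a change of at least 2-fold. The smallest adjusted p was 0.332. At an unadjusted p under 0.05 there were 1680 genes, 773 higher and 907 lower in OHT, where 720.15 are expected by chance. This excess was not stable: there were 544 without sham replicate 2 and 461 with the rod list as a covariate, both fewer than expected by chance, 1055 without sham replicate 3, and 2508 without OHT replicate 2. Which direction had more of them depended on the processing: 813 were higher and 763 lower after quantile normalization, and 1182 higher and 569 lower after a correction for GC content and length that was chosen after seeing the data. edgeR's quasi-likelihood test on recovered reads also called 0 genes, with 1575 at an unadjusted p under 0.05. DESeq2 moved the count most, to 250 genes (54 higher and 196 lower), with 510 genes given no adjusted p; in data simulated with this spread 94 of its 269 calls were unchanged genes. The call depended on single sham libraries: without sham replicate 1 there were 12 genes, all lower in OHT, and without sham replicate 3 there were 17, all higher. The median log2 difference of all genes was -0.12 with the deposited scaling, -0.18 with TMM factors and 0.01 after quantile normalization. It was 0.17 in the 13862 genes that the GC and length correction covered. That correction also set each library to the same mean log2 value.

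The genes with the smallest limma p in each direction, none of them past the adjusted threshold in limma with all libraries, separated the groups without overlap. The higher ones were Spp1 (13680 ± 21593 in sham, 148261 ± 45716 in OHT), Rpl35 (9764 ± 3643 and 43333 ± 17542) and Wfdc17 (1796 ± 1738 and 15503 ± 8334; SD, n = 3). Their log2 differences were 5.26 (SE 1.06), 2.14 (SE 0.43) and 3.43 (SE 0.71). The lower ones were Rgs4 (2561 ± 1978 and 63.6 ± 28.4), Vtn (10771 ± 6230 and 1218 ± 469) and Pcsk1n (1448 ± 886 and 82.7 ± 57.1), with log2 differences of -4.85 (SE 0.87), -2.95 (SE 0.54) and -4.05 (SE 0.78). The limma adjusted p was 0.332 for each of the 6 genes. DESeq2 called all 6, although many of its calls in simulated data were unchanged genes. Its adjusted p was 3.44e-10 for Rgs4, 5.97e-06 for Pcsk1n, 1.45e-05 for Vtn, 0.00127 for Wfdc17, 0.00173 for Rpl35 and 0.0144 for Spp1. Without sham replicate 1 Rgs4 and Vtn passed in limma (adjusted p 0.0243 and 0.0179). Wfdc17 passed in limma without sham replicate 3 (0.0184) and with the replicate block (0.0464). Spp1 ranged 44.2-fold between the sham libraries, with 38610 in replicate 3 against 874 and 1556 in the others; without that library its limma adjusted p was 2.36e-05.

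**Figure D4:**
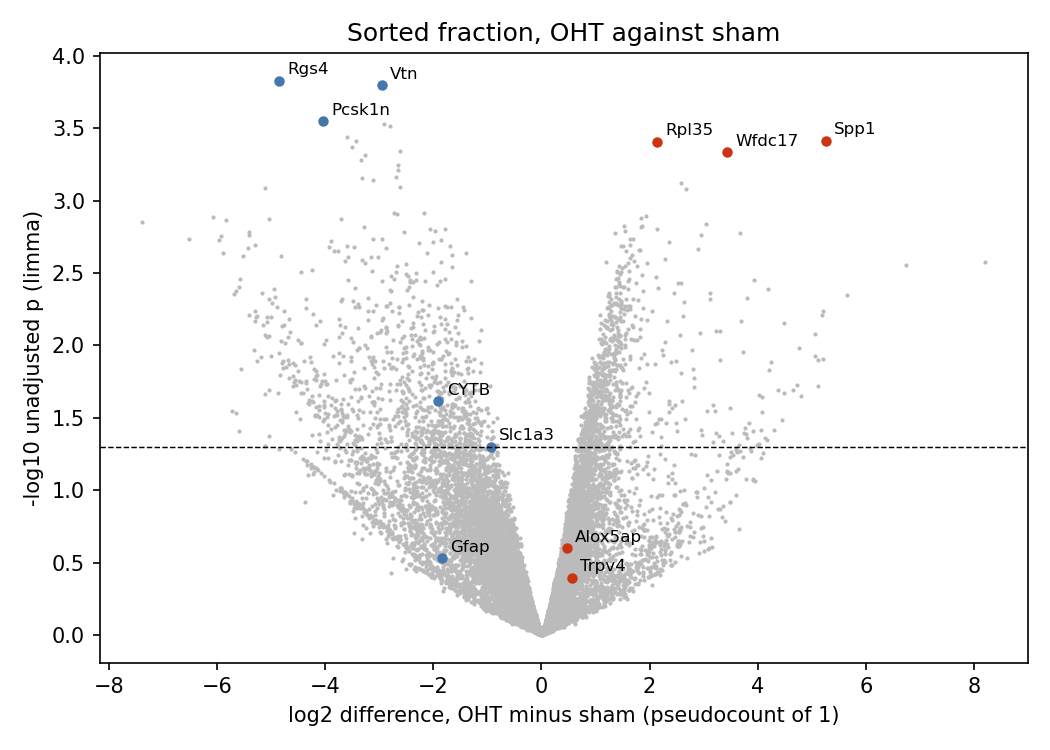
Log2 difference of OHT minus sham on log2(value + 1) against -log10 of the unadjusted limma p for 14403 genes, with named genes marked and a dashed line at 0.05. No gene passes that limit after Benjamini-Hochberg adjustment.

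Trpv4, the mechanosensitive cation channel in the study's title, had 432 ± 155 normalised counts in sham and 736 ± 577 in OHT (SD, n = 3). The log2 difference was 0.56 (SE 0.65, limma adjusted p 0.717; exact permutation p 0.6, two-sided). OHT replicate 1 alone, at 1398, lay above the sham libraries, and without it the log2 difference was -0.04. The rod list as a covariate moved it most, to -0.19. The GC and length correction gave 1.28, and the smallest adjusted p among the alternatives (limma, edgeR or DESeq2) was 0.341, with that correction and a replicate block.

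None of the gliosis and Müller glia genes fixed in advance passed the threshold. Gfap ranged 306-fold between the sham libraries, at 156, 22395 and 47682, and from 370 to 3142 in OHT (log2 difference -1.85, SE 1.68, limma adjusted p 0.653); the difference was 4.07 with the rod covariate, -4.41 without sham replicate 1 and -0.29 without sham replicate 3. Glul, Rlbp1, Slc1a3 and Aqp4 were lower in OHT by log2 differences of -0.55, -0.78, -0.94 and -0.84, with limma adjusted p between 0.428 and 0.605, and Slc1a3 was at 0.09 with the rod covariate. Leaving out 1 library gave -0.90 to -0.16 for Glul, -1.09 to -0.29 for Rlbp1, -1.30 to -0.53 for Slc1a3 and -1.09 to -0.51 for Aqp4, each nearest 0 without sham replicate 2. Vim had a log2 difference of 0.17 that became -0.13 after quantile normalization, -0.16 with array weights, -0.28 without sham replicate 1 and -0.11 without OHT replicate 1. Kcnj10 (-0.10) and Stat3 (-0.29) turned positive, to 0.30 and 0.25, after correction for GC content and length, an alternative chosen after seeing the data, and Kcnj10 was at 0.34 without sham replicate 2. Lcn2 was at 681 ± 997 and 322 ± 392, with 1830 in sham replicate 3; without that library its log2 difference changed from -0.62 to 0.80, and without OHT replicate 2 to 0.48. Serpina3n had 0 reads in sham replicate 1, which allows up to 0.0793 ppm, and 9379 normalised counts in sham replicate 3, and its log2 difference of 3.13 (SE 2.38) became -0.63 without sham replicate 1. Edn2 was listed at 0 in 3 of the 6 libraries and at 67.9 or less in the others; its log2 difference of 0.42 was -0.60 without sham replicate 1 or 2 and -0.68 without OHT replicate 3.

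For the lipoxin pathway, which makes lipid mediators from arachidonic acid, Alox5 was at 1428 ± 279 in sham and 1253 ± 101 in OHT (log2 difference -0.17, SE 0.38, limma adjusted p 0.860; 0.32 after the GC and length correction). Alox5ap was at 11033 ± 4621 and 15020 ± 5412 (0.46, SE 0.38, limma adjusted p 0.615; -0.27 with the rod covariate). Alox15 was low, at 26.9 ± 18.7 and 31.7 ± 45.4, and its log2 difference of -0.62 turned to 0.54 after quantile normalization and to 0.16 without OHT replicate 2. Fpr2, a receptor of lipoxin A4, was at 71.3 ± 42.8 and 40.0 ± 30.2 (log2 difference -1.09, SE 1.25). Leaving out 1 library gave -1.69 to -0.11 for Fpr2, with -0.11 without OHT replicate 3, -0.33 to -0.04 for Alox5 and 0.19 to 0.79 for Alox5ap.

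The most abundant genes of the sorted groups were CYTB (79058 ppm in sham, 18941 ppm in OHT), Apoe (30564 and 70471 ppm), COX1 (26305 and 8718 ppm), ND1 (15985 and 4355 ppm), Cst3 (14608 and 15912 ppm), Ctss (11583 and 18553 ppm) and Cd74 (10503 and 16347 ppm). CYTB, COX1 and ND1 were lower in OHT by log2 differences of -1.91, -1.43 and -1.79, and Apoe, Ctss and Cd74 higher by 1.51, 0.94 and 1.33, with limma adjusted p between 0.347 and 0.545. These 6 directions held under TMM factors and quantile normalization, and leaving out 1 library, which gave 0.83 to 2.56 for Apoe, 0.84 to 2.14 for Cd74, 0.55 to 1.15 for Ctss, -2.49 to -1.31 for CYTB, -1.95 to -0.87 for COX1 and -2.46 to -1.17 for ND1. Cst3 (0.43) was at -0.03 without OHT replicate 1 and at -0.26 with the rod covariate.

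Of 21 gene lists tested with camera at its preset correlation, 10 passed a false discovery rate (FDR) of 0.05. Higher in OHT were microglia and macrophage genes (mean log2 difference 0.66, FDR 0.00209), inflammatory mediators (0.62, FDR 0.00317) and interferon response (0.52, FDR 0.00696). Lower were rod (-2.38, FDR 1.43e-10), astrocyte (-2.23, FDR 0.0152), mural and fibroblast (-2.06, FDR 0.00826), retinal ganglion cell (-1.71, FDR 0.00723), amacrine (-1.69, FDR 0.0127), endothelial (-1.27, FDR 0.00319) and Müller glia (-0.54, FDR 0.00666) genes. No list passed under fry or with the correlation estimated from the libraries, which gave 0 of 21 each. In fry, the smallest unadjusted p was 0.00611, for the retinal ganglion cell list, with an FDR of 0.128. The summed share of the Müller glia list rose while its mean, median and test fell. After quantile normalization the 3 higher lists and the amacrine and retinal ganglion cell lists did not pass, while the immediate early list did, so that 6 passed. With the rod list as a covariate none of the 3 higher lists passed (FDR 0.535 for microglia and macrophage, 0.185 for inflammatory and 0.194 for interferon genes), nor did the Müller glia (0.422) and amacrine (0.797) lists, and the astrocyte list passed as higher (1.99, FDR 0.0271). After the GC and length correction the inflammatory list did not pass (FDR 0.165), and without a filter on low values the astrocyte list did not (-1.33, FDR 0.130). Without sham replicate 2 the Müller glia (FDR 0.257), interferon (0.0938), amacrine (0.0793) and astrocyte (0.0890) lists did not pass. Without OHT replicate 2 the Müller glia (0.174), interferon (0.153), retinal ganglion cell (0.0730), mural and fibroblast (0.145) and astrocyte (0.145) lists did not, and without sham replicate 3 the astrocyte list (0.127) did not.

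The lists of the study's own subjects did not pass: reactive gliosis (18 genes, mean log2 difference -0.06, median -0.30, FDR 0.532), lipoxin pathway (11 genes, 0.13, FDR 0.331) and mechanosensitive channels (8 genes, -0.59, FDR 0.666). Neither did complement (0.18), immediate early (-0.19), proliferation (-0.33), cone (-0.15), bipolar (0.09), pigment epithelium (0.24), lens crystallin (-1.30) and erythrocyte (0.94) genes, with FDR between 0.451 and 0.935. For immediate early genes the mean was negative while the median (0.02) and the test were positive, and for proliferation genes the mean and median were negative and the test positive. Reactive gliosis passed in opposite directions under different settings: lower without sham replicate 1 (-1.13, FDR 0.00449) and higher with the rod covariate (2.05, FDR 0.00265). With that covariate complement (1.02, FDR 0.0477) and erythrocyte (6.65, FDR 5.65e-09) genes also passed as higher, and immediate early (-0.69, FDR 0.0458) and proliferation (-1.48, FDR 0.0193) genes as lower. Lens crystallin genes passed after the GC and length correction (-1.44, FDR 0.0392). Lists also passed without 1 library for complement (0.79, FDR 0.00892) and erythrocyte (3.31, FDR 0.00264) genes without sham replicate 3, proliferation (FDR 0.00873) without OHT replicate 2, cone (-0.89, FDR 0.0299) without OHT replicate 3 and lens crystallin (-3.29, FDR 0.000895) genes without OHT replicate 1. The direction of the test depended on 1 library for several lists: reactive gliosis was at 0.85 without sham replicate 3, proliferation at -1.59 with a negative test without OHT replicate 2, cone at 0.24, 0.15 and 0.29 without sham replicate 1, OHT replicate 1 and OHT replicate 2, bipolar at -0.45 without OHT replicate 3, pigment epithelium at -0.15 and -0.37 without sham replicate 2 and OHT replicate 2, and erythrocyte at -1.55 without sham replicate 1. The test alone turned, with the sign of the mean kept, for immediate early genes without sham replicate 2 (-0.23), sham replicate 3 (-0.27) and OHT replicate 1 (-0.38), proliferation genes without sham replicate 2 (-0.75), pigment epithelium genes without sham replicate 1 (0.01) and OHT replicate 3 (0.58), and lens crystallin genes without OHT replicate 3 (-0.16). The mean alone changed sign, with the test's direction kept, for complement without sham replicate 1 (-0.14), sham replicate 2 (-0.20) and OHT replicate 3 (-0.01), reactive gliosis without sham replicate 2 (0.02), OHT replicate 2 (0.01) and OHT replicate 3 (0.04), and proliferation without OHT replicate 1 (0.36) and OHT replicate 3 (0.23). It did so too for lipoxin pathway genes (-0.01) and erythrocyte genes (-0.19) without OHT replicate 1, immediate early genes without OHT replicate 3 (0.11) and bipolar genes without sham replicate 2 (-0.01). Of 244 listed genes, 0 passed when adjusted over all genes and 0 when adjusted over the lists together, where the smallest adjusted p was 0.0642 for Nrl. Adjusted over the list alone, 13 of 14 rod genes, 4 of 12 microglia and macrophage genes, 2 retinal ganglion cell genes, and 1 gene each of the Müller glia, cone, amacrine and mural and fibroblast lists passed in limma.

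**Figure D5:**
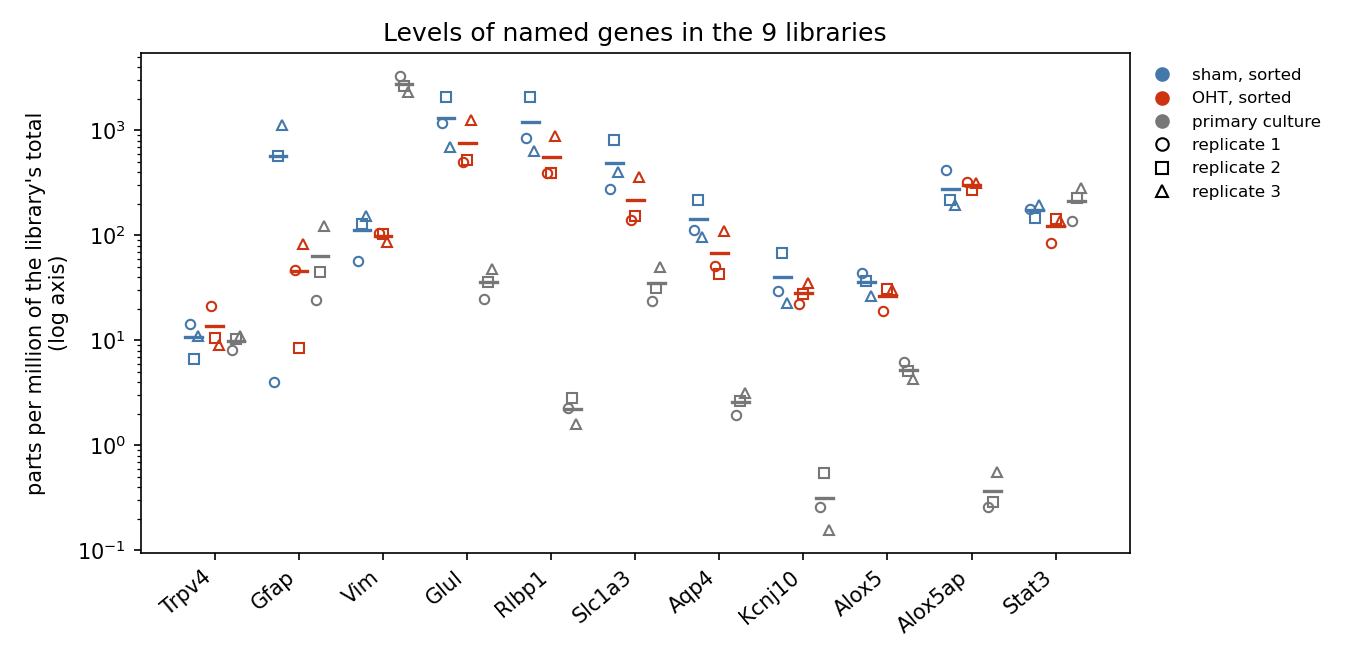
Levels of named genes in ppm of each library's total (log axis) in sham, OHT and primary culture libraries; symbols are replicates and bars are group means. Trpv4 is at 6.64 to 21.3 ppm in the sorted libraries and at 8.14 to 11.0 ppm in the cultures, while Rlbp1 and Alox5ap are far lower in the cultures.

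The primary cultures had no comparison group, and their levels beside the sorted libraries are descriptive because the tables were normalized separately. Trpv4 was at 778 ± 94.8 normalised counts, or 9.83 ± 1.51 ppm (SD, n = 3), against 10.7 ± 3.91 ppm in sham, a log2 ratio of -0.12. Taking the total without the 20 highest genes moved the culture level most, to 11.0 ppm. On that total the log2 ratio to sham was -0.40. Transcripts of differentiated Müller glia were lower in culture than in sham: Rlbp1 at 2.24 ± 0.620 against 1192 ± 784 ppm, Glul at 36.3 ± 11.7 against 1317 ± 710 ppm, Slc1a3 at 35.0 ± 13.2 against 493 ± 274 ppm, Aqp4 at 2.57 ± 0.603 against 142 ± 65.0 ppm, and Kcnj10 at 0.318 ± 0.200 against 40.1 ± 24.4 ppm. Vim was higher, at 2757 ± 517 against 112 ± 49.6 ppm. Gfap was at 64.3 ± 52.7 ppm against 565 ± 558 ppm, and Stat3 at 215 ± 72.5 ppm against 174 ± 24.1 ppm.

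In the lipoxin pathway the cultures had Alox5 at 5.23 ± 1.00 ppm, against 35.7 ± 8.39 in sham, and Alox5ap at 0.369 ± 0.166 ppm, against 276 ± 124. Alox15 was at 0.970 ± 0.288 ppm and 0.670 ± 0.483 ppm. Fpr2 is not listed in the culture table. Lcn2 was at 0.215 ± 0.110 ppm, Serpina3n at 10.8 ± 1.35 ppm and Edn2 at 0.847 ± 0.441 ppm in culture. The 5 most abundant genes in culture were Actb (18725 ± 1434 ppm), Acta2 (10370 ± 2618 ppm), Ftl1 (10220 ± 805 ppm), Serpinh1 (6417 ± 690 ppm) and Pkm (6036 ± 270 ppm). Acta2 was at 9.69 ± 8.54 ppm in sham. The rod list made up 0.00101% of culture totals, the Müller glia list 0.126%, the mural and fibroblast list 1.82% and the proliferation list 0.295%.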

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

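The tests in this part were all chosen after the result was seen. Xist, the RNA that female cells express from their inactive X chromosome, drew attention because the cultures enter no comparison and yet held it far above the limit that a count of 0 allows. It was at 206, 166 and 142 ppm (mean 171 ppm), from 13682, 12567 and 10896 reads, in the 3 cultures, and is not listed in the table of sorted libraries. The Y-linked genes Kdm5d, Uty and Eif2s3y, in turn, are listed in the sorted table alone, at 8.26, 20.6 and 62.0 ppm in sham. Ddx3y made up 29.3% of the reads of Ddx3y and its X-linked relative Ddx3x in the sorted libraries on average (range 26.3% to 31.4%) and 0.0566% in the cultures (0 to 0.100%).

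Cultures from pups of both sexes would hold an intermediate share of Ddx3y, which 0.0566% argues against, unless few male cells were plated. A candidate explanation is that the sorted cells came from male and the cultured cells from female animals: the Y-linked share of 29.3% was there in all 6 sorted libraries. The labels used here give no sex, so sex and culture cannot be separated in any level set across the tables. Reads shared between Ddx3x and Ddx3y may account for the 13 and 17 reads of Ddx3y in cultures 2 and 3. Loss of the Y chromosome by male cells in culture would leave cells with a single X chromosome and no Xist, which the mean of 171 ppm, with 142 ppm or more in each culture, argues against. The comparison of OHT with sham is not affected, as all 6 libraries had a like share.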

How the results depend on the processing

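Alternatives were fixed before the data were examined, except the correction for GC content and length, alone or with the replicate block, and the Müller glia list without Apoe, which were chosen after the results were seen. Over 98 results and 1247 alternative values, 1097 were the same, 47 weaker, 44 stronger and 59 reversed in direction. A gene counted as the same where it kept its sign and its side of the threshold, whatever the size of the difference. Gfap, at -1.85, was thus the same at -4.41 and at -0.29. The count of 1097 is therefore no measure of how stable the sizes are. A gene list was counted as reversed where the direction of camera's test turned together with the sign of the mean, or where it turned and the list passed in either setting. Unless said otherwise the cause of a change was not tested.

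The count of changed genes, 0 in the limma fit, was 250 with DESeq2 (54 higher, 196 lower, 250 of them at least 2-fold). Leaving out 1 library gave 0 to 17 changed, 0 to 17 higher, 0 to 12 lower and 0 to 17 genes of at least 2-fold. The 17 appeared without sham replicate 3 and the 12, of which 6 are rod genes, without sham replicate 1; by construction a gene with its highest or lowest sham value in the left-out library gains most, and all 17 and all 12 were such genes.

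With a replicate block, which pairs libraries of the same number, 2 genes changed, 1 higher (Wfdc17) and 1 lower (Rbp3), both at least 2-fold, 2 in all. With the GC and length correction and the block there were 31, 11 higher and 20 lower, with 31 at least 2-fold. The numbers give no sign of pairing: the same-number pairs correlated at 0.078, -0.025 and -0.045. After that correction with the block, as without it, Kcnj10 was at 0.30, Alox5 at 0.32 and Stat3 at 0.25.

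Trpv4 (0.56) was at -0.19 with the rod covariate, 1.28 after the GC and length correction and at -0.0397 to 0.98 leaving out 1 library. The same covariate, which itself differs between the groups, reversed Gfap (4.07), Slc1a3 (0.0865), Kcnj10 (0.26), Alox5ap (-0.27), Lcn2 (1.81) and Cst3 (-0.26), and the lists of reactive gliosis (2.05), Müller glia (0.20) and astrocyte genes (1.99). For the immediate early (-0.69) and proliferation (-1.48) lists it turned camera's test from higher to lower, while the means were negative before too.

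Vim was at -0.13 after quantile normalization, -0.16 with array weights and -0.28 to 0.49 leaving out 1 library. The GC and length correction gave 0.30 for Kcnj10, 0.32 for Alox5 and 0.25 for Stat3. It also reset the mean of each library, and the part of that in these changes was not tested. Kcnj10 was at -0.39 to 0.34 leaving out 1 library and Cst3 at -0.0348 to 0.74. Alox15 was at 0.54 after quantile normalization, 0.20 in edgeR, 0.24 in DESeq2 and -1.87 to 0.16 leaving out 1 library. Serpina3n was at -1.06 in edgeR, -0.97 in DESeq2 and -0.63 to 5.96 leaving out 1 library. Edn2 was at -0.19 with a pseudocount of 10, -0.72 with array weights, -1.28 in edgeR, -1.20 in DESeq2 and -0.68 to 1.64 leaving out 1 library. Lcn2 was at -1.73 to 0.80 leaving out 1 library. A filter at a mean of 100 drops Alox15, Fpr2 and Edn2.

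The number of lists past an FDR of 0.05, 10 at first, was 0 under fry, 0 with an estimated correlation, 6 after quantile normalization, 9 with the rod covariate, 9 without a filter on low values and 6 to 11 leaving out 1 library, and the lists counted were not the same ones. The immediate early list, which passed after quantile normalization, was at -0.51 there, again with the test alone turned. Leaving out 1 library gave -1.13 to 0.85 for reactive gliosis, -1.59 to 0.36 for proliferation, -0.89 to 0.29 for cone, -0.45 to 0.57 for bipolar, -0.37 to 0.77 for pigment epithelium and -1.55 to 3.31 for erythrocyte genes.

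The log2 ratio of the Müller glia share, 0.93, was -0.84 as a geometric mean, -1.11 without the 20 highest genes and -1.05 without Apoe, which by construction is among those 20; it was 0.57 to 1.74 leaving out 1 library. Leaving out 1 library, the microglia share (0.44) was at 0.32 to 0.68 and the rod share (-3.17) at -3.99 to -2.69; without the 20 highest genes the microglia share was at 0.22. The pigment epithelium share (-1.03), in which Rlbp1 weighed most, was 0.0897 as a geometric mean. Leaving out 1 library gave -0.13 to 0.74 for the cone, -0.61 to 0.90 for the bipolar, -0.65 to 0.16 for the lens and -1.95 to 2.81 for the erythrocyte share. All 135 alternatives of the culture levels and ratios kept their sign and moved by less than 1 SD between replicates. For the levels this was largely fixed by construction and is no sign of stability. A level cannot be negative, and leaving out 1 of 3 cultures always moves a mean by less than 1 SD. The SD is also wide for some: Gfap was at 34.5 ppm without culture 3 against 64.3 ppm, Kcnj10 at 0.206 ppm without culture 2 against 0.318 ppm, and the log2 ratio of Stat3 to sham at 0.02 without the 20 highest genes against 0.31. Trpv4 was at 11.0 ppm without the 20 highest genes, where its log2 ratio to sham was -0.40, and at 9.23 to 10.7 ppm leaving out 1 culture.

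Depth limits only the lowest genes: 1 read is 0.0264 ppm in sham replicate 1, so a count of 0 there allows up to 0.0793 ppm.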

Other observations

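The tests in this part, the counts over other splits of the libraries included, were formulated after the results were seen, although the cell type lists and immediate early list they use were fixed before. The lists of mitochondrially encoded and ribosomal protein genes were chosen after seeing the data.

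With 3 libraries against 3 there are 10 splits, so chance cannot be excluded at the usual level for any count. For genes at an adjusted p under 0.05 in limma the comparison says nothing about chance: the real count was 0, so all 10 splits matched it by construction. For the 1680 genes at an unadjusted p under 0.05, 1 of 10 splits, the real one, gave as many; the next gave 1137. For the 10 gene lists past an FDR of 0.05 in camera, 5 of 10 splits gave as many, and the highest count was 12. List calls at the preset correlation therefore do not set the real grouping apart from arbitrary ones.

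All 12 genes of the microglia and macrophage list were among the most abundant genes of the sorted libraries: the lowest, Aif1, was at percentile 99.2 of all genes, with Ctss at 11583 ppm, C1qb at 6157 ppm, P2ry12 at 1696 ppm and Tmem119 at 1746 ppm in sham. This is what microglial or macrophage RNA in the captured fraction would give, since a few genes shared with Müller glia could not lift the whole list. Expression of these genes by Müller glia themselves cannot be told apart from the libraries alone. The median percentile of the list in the cultures was 38.7, but other Müller glia transcripts were low there as well, whether lost in culture or for want of Müller glia. The same holds for Alox5ap, which was lower in culture than in sham by a log2 ratio of -9.55: it may come from microglia in the sorted fraction, and its level there need not be that of Müller glia. Ltc4s behaved alike (155 ppm in sham, 0.369 ppm in culture), whereas Pla2g4a (84.6 and 656 ppm) and Ptgs2 (39.4 and 406 ppm) were higher in culture.

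Rod genes were lower in OHT, but they also varied together within the groups. The median pairwise correlation of their deviations from the group means was 0.84, above all of 10000 random lists matched on mean expression, whose 95th percentile was 0.49. The Müller glia list without Apoe varied together nearly as much (0.80, also above all random lists), so this is not special to other cells' RNA. Varying carry-over of rod RNA between sorts is a candidate cause; a loss of rod transcripts in OHT was not tested apart from it. Correction for GC content and length left a mean log2 difference of -2.08 against -2.38, with a spread between libraries too wide to decide: the SE was 1.00, and the groups overlapped before and after it.

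Gfap differed 306-fold between sham libraries. Its deviations correlated with those of the other 5 kept astrocyte genes at a median of 0.93, where the 95th percentile of random lists was 0.38. Pdgfra, which marks retinal astrocytes and is on that list, was picked out after its values were seen. It was at 111 and 126 ppm in sham replicates 2 and 3 and at 0 in replicate 1. Pax2 was at 2.27, 7.13 and 0 ppm in the same order. Like Pdgfra, it is on the astrocyte list and already part of that correlation, so neither gene is separate support. Carry-over of astrocytes, which also carry GLAST, may explain the range of Gfap; Aldoc and Gja1 of that list are also expressed by Müller glia. A gliosis response differing between sham pools was not tested.

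Mitochondrially encoded transcripts were lower in OHT for all 13 genes in the deposited scaling, after the GC and length correction, under TMM factors and quantile normalization, with the rod covariate and without each library in turn. Bias by GC content and length, as the whole cause, is argued against by a mean log2 difference of -2.71 after correction (-2.10 before), and the authors' scaling by -2.10 after quantile normalization. Without OHT replicate 3 the mean was -1.34 and without OHT replicate 1 it was -2.80. With the rod list as a covariate the mean was -2.77 with a SE of 1.38 (fry p 0.134), so rod RNA stays open although the difference did not shrink. A batch of sorts or libraries cannot be told apart from the groups, because no batch is named. The exact permutation p of the mitochondrial share, 0.1, is the smallest possible and says nothing about batches. A change of mitochondrial RNA in the cells, or of cell damage before lysis, remains open and untested.

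Ribosomal protein transcripts were higher in OHT for all 83 genes in the deposited scaling (median log2 difference 1.42) and for 82 after the GC and length correction. Their short transcripts made length bias likely at first, as OHT replicate 1 favoured short transcripts, but the mean difference stayed at 1.16 after correction and at 1.11 after quantile normalization, with no overlap of the groups. It was 0.86 (SE 0.75) with the rod covariate, so rod RNA stays open. Without OHT replicate 1 the mean was 1.03, with 81 of 83 genes higher, and without sham replicate 2 it was 1.04, against 1.35 with all libraries. Reads shared with ribosomal pseudogenes could not be examined.

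Immediate early genes were low in OHT replicate 3 by their mean of log2 values, though not by their summed share (1.37%, against 1.11% in OHT replicate 1). For 3 genes chosen after their values were seen, OHT replicate 3 had Jun at 252 ppm, Ier2 at 86.2 ppm and Dusp1 at 214 ppm, against 1110, 771 and 1893 ppm or more in the other sorted libraries. Relative to the mean of the other 5 libraries the list mean was at -0.84 on the log2 scale, and at -0.30 after correction for GC content and length, inside their range. The correction also widened that range: the lowest of the others was at -0.19 before and -0.52 after, with an SD of 0.16 and 0.42. Loss of GC-rich transcripts in that library may account for part of it, although the correction also evened out the library means. A weaker dissociation response in that pool was not tested.

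The 17 genes called without sham replicate 3 included Spp1, Gpnmb, Lgals3, Fabp5, Cst7, Igf1, Lyz2 and Cd5l, which phagocytic microglia and macrophages express. They were picked for being high in OHT once that library was left out, so it is no test that sham replicate 3 held the highest sham value of all 17. Gpnmb was at 50.0, 27.1 and 1159 ppm in sham and at 915, 2461 and 1477 ppm in OHT, and Lyz2 at 997, 1217 and 7530 ppm in sham and 14572, 14497 and 11852 ppm in OHT. The fixed microglia and macrophage list was lowest in sham replicate 3, at 3.10%.

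Among genes chosen after their values were seen, the cultures held Col1a1 at 5717 ppm, Fn1 at 4665 ppm and Acta2 at 10370 ppm. Fibroblasts or mural cells in the cultures, and Müller glia changed by growth in serum, cannot be told apart: the median percentile of the mural and fibroblast list was 75.3, with 6 of 11 genes above the 50th percentile, and single genes went both ways (Col3a1 at 446 ppm, Lum at 0.255 ppm). Piezo1 and Piezo2 were at 98.0 and 104 ppm in culture, and at 7.47 and 0 ppm in sham.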
